A study of Homo sapiens with 6 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

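CUT&RUN, in which an antibody directs a nuclease to cut the chromatin around its target so that the released fragments can be sequenced, was performed with an antibody against ZNF469 in LX-2 cells. LX-2 is an immortalized human line derived from hepatic stellate cells, the collagen-producing cells of the liver. The cells carried a doxycycline-inducible transgene for either full-length ZNF469 or dZF-ZNF469, a version that lacks most of its zinc fingers, and were treated with 1 ug/mL doxycycline for 24 h. Per the labels, 6 libraries fell into 2 groups of 3, 1 group per construct. The labels give each group its own clone name and do not say whether it stands for a clone of cells or of the plasmid. Each construct was measured in its own line, so an effect of the construct cannot be separated from any other difference between the lines.

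The authors combined the 3 libraries of each group before deposition and kept the records that passed an irreproducible discovery rate (IDR) filter, which retains peaks ranked alike in replicates. The deposited processed files therefore hold 1 peak list per group and no value per library. No replicate SD could be computed, no library could be left out, and the total number of reads per library was not analysed here. The peak caller and its version are not stated in the labels. The deposited score runs from 540 to 1000 in the full-length list and from 542 to 1000 in the dZF list. The scaled form of the IDR maps those lowest scores to IDR values of 0.0501 and 0.0495. The deposited lists also give, for each record, a fold enrichment (the column named signal value), a −log10 p-value and the distance of the summit from the start of the record in bp. These values belong to the authors' peak calls and were used only to describe, rank or filter records within a list. The −log10 q-value of the lists was not used here.

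Depth was recovered from the lists. Peak callers of the MACS family write the fold enrichment as (pileup + 1)/(local background + 1) and the −log10 p-value as the Poisson tail of the pileup above that background. A single whole-number pileup explained the deposited fold and −log10 p-value of 100% of the records of both lists, with a largest miss of 6.9e-05 in −log10 p. On simulated records the same procedure returned the right pileup for 100% of 1714, and it rejected 100% of simulated records with a fractional pileup. Pileups are counts of fragments in the pooled libraries. The 95% limits printed beside them are exact Poisson limits, which cover counting error only and not the difference between libraries. The local background is the caller's expected number of fragments at the summit. The labels do not say whether a control library was used. Within a tolerance of 0.02 steps, all backgrounds below 3 fragments and above the lowest were whole multiples of a step. The step was 0.0103 fragments in the full-length list (15299 backgrounds) and 0.0088 fragments in the dZF list (28 backgrounds). At the best step, 3.93% and 21.4% of random backgrounds were whole multiples. The steps of the lists are 103 and 88 bp over a window of 10 kb. A control scaled by a ratio of library sizes would give no whole number of bp. The background was therefore read as a count of the pool's own fragments around the summit, a test chosen after the data were seen. It rises where a whole neighbourhood is covered, and the fold falls accordingly.

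Coordinates are hg38, the build the study's methods name. The positions fit hg38 chromosome lengths, and are given counted from 1. Overlapping records of a list were to be joined into regions. None overlapped, so each record is 1 region. Annotation followed GENCODE version 44 in the class order of ChIPseeker: promoter, 5' UTR, 3' UTR, exon, intron, downstream and distal intergenic. Promoter meant within 3 kb of the start of any annotated transcript, and downstream meant within 300 bp past a transcript end. The study compared annotation classes of endogenous sites with sites that were not significant. A peak list holds no such sites, so full-length regions were compared with 10000 random placements of the same regions on the same chromosome outside assembly gaps. This test was two-sided, with Benjamini-Hochberg adjustment over the 7 classes. Annotation classes of dZF and full-length regions were compared by Fisher's exact test, two-sided. A dZF region counted as shared when it overlapped a full-length region by at least 1 bp, and the number shared was set against 100000 random placements of the dZF regions. The median fold of shared and other full-length regions was compared by a permutation test with 100000 resamples, two-sided.

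Gene bodies ran from the first to the last base of each of 20007 protein-coding genes. Lists of genes were fixed before the data were examined: the 44 protein-coding genes with a collagen chain symbol (COL, a number, A, a number), 14 stellate cell marker genes, 15 matrix genes that the study names as changed in liver fibrosis, and 8 genes that it names as lowered after ZNF469 knockout. The last 2 lists share COL1A1, COL1A2 and COL3A1 with each other and with the collagen list, so they are not independent. The study made the knockout in primary human stellate cells, not in LX-2. For each list the number of genes with at least 1 region, and the percent of the summed gene body length under regions, was compared with 100000 random sets of as many genes. Each stand-in was drawn from the 200 other genes closest in length. These permutation tests were two-sided, with Benjamini-Hochberg adjustment over the 8 tests of 4 lists and 2 measures.

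Genes and records named in the text followed a rule also fixed beforehand: ZNF469, COL1A1, COL1A2, COL3A1 and COL5A1, any gene of the 4 lists with its number of regions, the 10 protein-coding genes with the most full-length regions, the 5 full-length records with the highest fold and the 10 dZF regions with the highest fold. Anything else that is named was chosen after its values were seen. Exon numbers refer to the MANE Select transcript of a gene.

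The tests were run on simulated data before use. Random regions gave p-values under 0.05 in 2% of 200 simulated overlap tests and in 3.71% of 700 simulated annotation tests. With a promoter share of 27.6% planted in 1000 simulated regions, 26.7% was found. The planted regions were counted as promoter by construction, so this checks only the random placement of the rest. Random gene sets gave p-values under 0.05 in 6% of 200 tests. A planted set of 44 genes was given regions by construction, so its count of 44 was fixed in advance. Its planted coverage gave a permutation p of 0.001. Alternatives fixed beforehand varied the merging of records (gaps of up to 1 kb), the stringency (upper 50% or 25% of records by fold), the promoter window (1 kb), the use of summits, the transcripts, the placement (within 100 kb), the overlap rule, the gene body (5 kb flanks added, or the first 3 kb removed) and the background genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.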

Results

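To find where ZNF469 sits on chromatin, and whether this depends on its zinc fingers, the peak lists of full-length ZNF469 and dZF-ZNF469 in doxycycline-treated LX-2 cells were compared. Each list pools 3 libraries. The full-length list held 19108 regions that covered 8859 kb, with a median width of 440 bp. The dZF list held 54 regions that covered 11.4 kb, with a median width of 168.5 bp. There were 354 full-length regions for each dZF region. With 1 pooled list per group, this difference has no replicate error and was not tested. All regions of both lists were on chromosomes 1 to 22, X and Y. Restricting the full-length list to the upper 25% of records by fold, the alternative that moved this count most, left 4777 regions, and the same restriction left 14 dZF regions.

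The median full-length region had a summit pileup of 20 fragments (95% Poisson limits 12.2 to 30.9), with quartiles of 16 and 27 and a range of 4 to 277. The median local background was 1.82 fragments and the median fold enrichment was 7.36. The median dZF region had a pileup of 24 fragments (95% Poisson limits 15.4 to 35.7), with a range of 9 to 217, a median local background of 0.792 fragments and a median fold of 10.8. The lowest local background, which reflects the genome-wide coverage by a pool's fragments, was 0.865 fragments in the full-length list and 0.625 fragments in the dZF list, a ratio of 1.38. Coverage depends on fragment length as well as number, and the background steps of the lists differed (103 and 88 bp). The ratio is therefore not one of fragment numbers alone. When full-length pileups and backgrounds were scaled down by this ratio, 16294 full-length regions (85.3%) still had a −log10 p-value above the lowest in the dZF list, which was 7.62. After scaling, 1050 full-length regions (5.5%) exceeded the median dZF −log10 p-value.

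**Figure D1:**
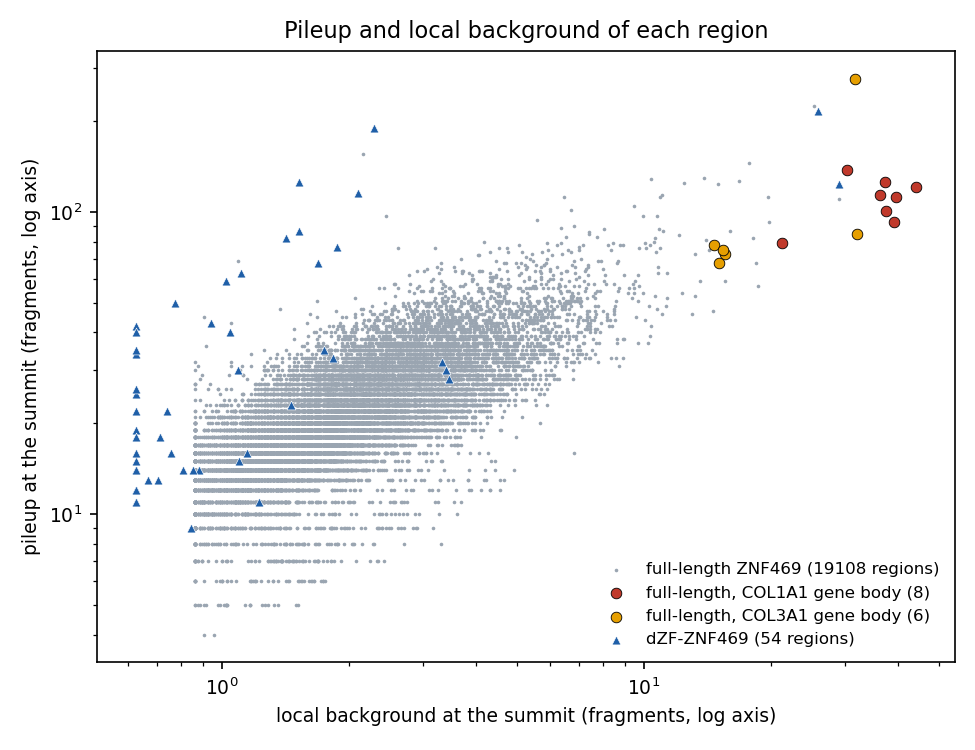
Summit pileup (fragments, log axis) against local background (fragments, log axis) for each region of the full-length list (grey points) and the dZF list (blue triangles), with the COL1A1 and COL3A1 gene bodies in colour. The 8 COL1A1 and 6 COL3A1 regions lie at the high end of both axes, and many dZF regions lie at a low background.

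To find the sites occupied with both constructs, the lists were overlapped. Of the 54 dZF regions, 22 overlapped a full-length region (40.7%, 95% Wilson interval 28.7% to 54.0%). Random placement gave 0.227 on average and never more than 4 (permutation p = 2.0e-05, the smallest that 100000 placements can give). Requiring 50% of the dZF region to overlap, 1 of the 2 alternatives that moved this count most, left 21. The 22 full-length regions shared with dZF made up 0.115% of the full-length list, and the remaining 19086 full-length regions had no dZF counterpart. Shared regions had a higher fold than the others, with a median of 15.8 against 7.36 (difference 8.44, permutation p = 2.0e-05, the smallest that 100000 resamples can give). They included 7 of the 10 full-length regions with the highest fold and 15 of the 100 with the highest fold.

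The full-length record with the highest fold was on chromosome 21 from 10325714 to 10325938, with a fold of 49.6 and a pileup of 156 (132 to 182), in intergenic sequence 2.47 kb from the nearest annotated gene, a long noncoding RNA. The record ranked second, on chromosome 13 from 51944091 to 51944268, had a fold of 33.5 and a pileup of 69 (53.7 to 87.3) and overlapped an exon of ATP7B. The third was on chromosome 8 from 37701357 to 37701500, with a fold of 28.4, 1.34 kb from ZNF703. These first 3 were also in the dZF list. The fourth, on chromosome 1 from 206203014 to 206203307, had a fold of 24.1 and overlapped an exon of FAM72A. The fifth, on chromosome 1 from 120535034 to 120535414, had a fold of 21.5 and lay in the pseudogene PDE4DIPP2. Neither of the latter was in the dZF list.

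Of the 10 dZF regions with the highest fold, 9 overlapped a full-length region. The highest was at the same chromosome 21 position, from 10325715 to 10325920, with a fold of 58.1 and a pileup of 190 (164 to 219). The second was the ATP7B position, with a fold of 50.3 and a pileup of 126 (105 to 150). The third, on chromosome 14 from 20343417 to 20343644, overlapped PARP2 and a long noncoding RNA gene and had a fold of 37.7. The fourth was the position near ZNF703, with a fold of 34.9. The fifth was on chromosome 5 from 11509 to 11652, 11.5 kb from the chromosome end, with a fold of 34.3. The sixth, on chromosome 8 from 81842360 to 81842587 overlapping SNX16, had a fold of 30.3 and was the one of these 10 with no full-length counterpart. The remaining 4 had folds between 26.5 and 29.7. They lay in an exon of the noncoding gene FAM230C on chromosome 13, in intergenic sequence on chromosomes 2 and 3, and over the small nuclear RNA gene RNU6-1 on chromosome 15.

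To ask what kind of sequence the regions occupy, each was assigned to 1 annotation class. Of the full-length regions, 7503 (39.3%) were in promoters, against 19.4% (18.3% to 20.4% over the placements) when the same regions were placed at random, a ratio of 2.03 (placement test, adjusted permutation p = 0.00035). With a promoter window of 1 kb, the alternative that moved this share most, it was 28.9% against 8.93% at random, a ratio of 3.23. When regions were placed at random within 100 kb of where they lay, the random share was 26.3% and the ratio 1.49. With transcripts of protein-coding genes only, the promoter share was 30.3% against 11.6% at random, a ratio of 2.62. Starts of any annotated transcript counted, so the promoter class also held regions deep in gene bodies. One was the COL3A1 region with the highest pileup, 27.2 kb from the gene start. Introns held 35.8% of the regions against 41.9% at random, a ratio of 0.854. Distal intergenic sequence held 21.6% against 34.5%, a ratio of 0.628 (0.848 with placement within 100 kb), and exons outside promoters and UTRs held 1.61% against 2.3%, a ratio of 0.699. Each of these had an adjusted permutation p of 0.00035, which corresponds to the smallest p of 0.0002 that 10000 placements can give. The 3' UTR share of 1.33% was below the random 1.6% (adjusted permutation p = 0.0045), but not past the threshold by summit position (adjusted permutation p = 0.0812) or in the upper 25% by fold (0.457). The shares of 5' UTRs (0.157%, adjusted permutation p = 1) and of downstream sequence (0.188%, adjusted permutation p = 0.185) were not distinguishable from random placement.

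Among dZF regions, 16 of 54 (29.6%, 95% Wilson interval 19.1% to 42.8%) were in promoters, which did not differ detectably from the full-length share of 39.3% (Fisher's exact test, two-sided, p = 0.164). With a promoter window of 1 kb the dZF share was 14.8% against a full-length share of 28.9%, a difference that passed the threshold before adjustment (Fisher's exact p = 0.0233) and not after adjustment over the 7 classes (0.0543). Distal intergenic sequence held 27 dZF regions (50%, 37.1% to 62.9%) against 21.6% of the full-length regions (Fisher's exact p = 6.0e-06, adjusted over the 7 classes 4.2e-05). Introns held 11 dZF regions (20.4%, 11.8% to 32.9%) against 35.8% of the full-length regions (Fisher's exact p = 0.0219, adjusted 0.0768). This difference passed the threshold after adjustment with a promoter window of 1 kb (Fisher's exact, adjusted p = 0.0196) and by summit position (0.0259).

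**Figure D2:**
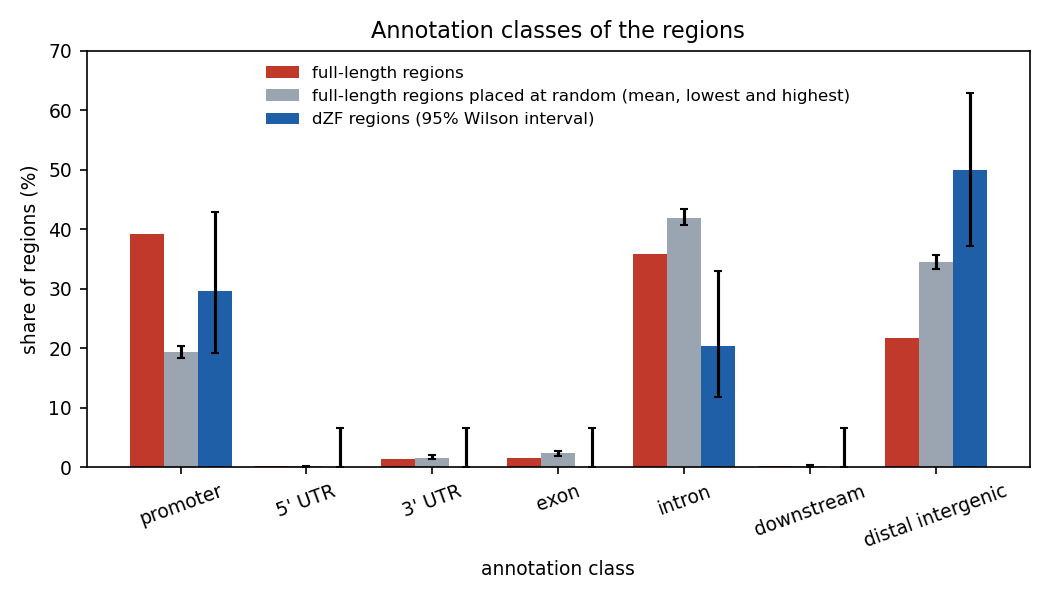
Share of regions (%) in each annotation class for full-length regions (red), the same regions placed at random (grey, mean with lowest and highest of 10000 placements) and dZF regions (blue, 95% Wilson intervals). Promoters held 39.3% of full-length regions against 19.4% at random, and distal intergenic sequence held 50% of dZF regions.

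ZNF469 was the expressed transgene, so its own gene was examined first. ZNF469 (chromosome 16, 88382959 to 88440753 in the annotation) had 1 full-length region, from 88427703 to 88429081, and 0 dZF regions. The region lay entirely in coding sequence of exon 3, over codons 78 to 537 of 3953, with a pileup of 52 (38.8 to 68.2), a local background of 9.35 and a fold of 5.12.

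The study reported that ZNF469 occupies the bodies of collagen genes, so these were examined next. COL1A1 (chromosome 17, 50184101 to 50201632, minus strand, 17.5 kb) contained 8 full-length regions that covered 3352 bp, or 19.1% of the gene, and 0 dZF regions. Their pileups ran from 79 to 138 and all 8 were among the 100 full-length regions with the highest pileup, while their folds ran only from 2.35 to 4.45 over local backgrounds of 21.3 to 44. The region with the highest pileup, from 50196787 to 50197283, had 138 fragments (116 to 163) over a background of 30.2 and overlapped exons 10 and 11. The region nearest the transcription start, from 50200154 to 50200840, lay 0.792 kb inside the gene in intronic sequence, with 79 fragments (62.5 to 98.5) over a background of 21.3. Of the 8 regions, 5 overlapped an exon, and exons made up 15.9% of the covered length. Within 20 kb of the gene there were 4 further regions upstream, between 7.94 and 17.6 kb from the start, with pileups of 39 to 65, and 2 downstream of the gene end, with pileups of 56 and 112. Among the 705 protein-coding genes with at least 4 full-length regions, COL1A1 ranked 1 by percent of length covered, a ranking chosen after the values were seen. Among all 20007 protein-coding genes, 30 had as high a share covered or higher, COL1A1 included.

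COL3A1 (chromosome 2, 188974373 to 189012746, plus strand, 38.4 kb) contained 6 full-length regions that covered 3322 bp, or 8.66% of the gene, and 0 dZF regions. All 6 were among the 100 highest pileups. The region from 189001536 to 189002815, which overlapped exons 34 and 35, had the highest pileup of the full-length list, 277 fragments (245 to 312) over a background of 31.6, and a fold of 8.54. The pileups of the other 5 were between 68 and 85. COL1A2 (chromosome 7) contained 1 full-length region, from 94423854 to 94424380, which overlapped exon 41 and had 41 fragments (29.4 to 55.6) and a fold of 8.42. Upstream of COL1A2 there were 2 regions, 12.2 and 18.9 kb from its start. COL5A1 (chromosome 9) contained 5 regions, with pileups of 25 to 31 and folds of 6.59 to 10.9. Of these, 1 overlapped an exon. The 95% limits of the COL5A1 pileups, up to 44, did not reach those of the COL1A1 pileups, which began at 62.5. The dZF list had 0 regions in each of these genes.

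**Figure D3:**
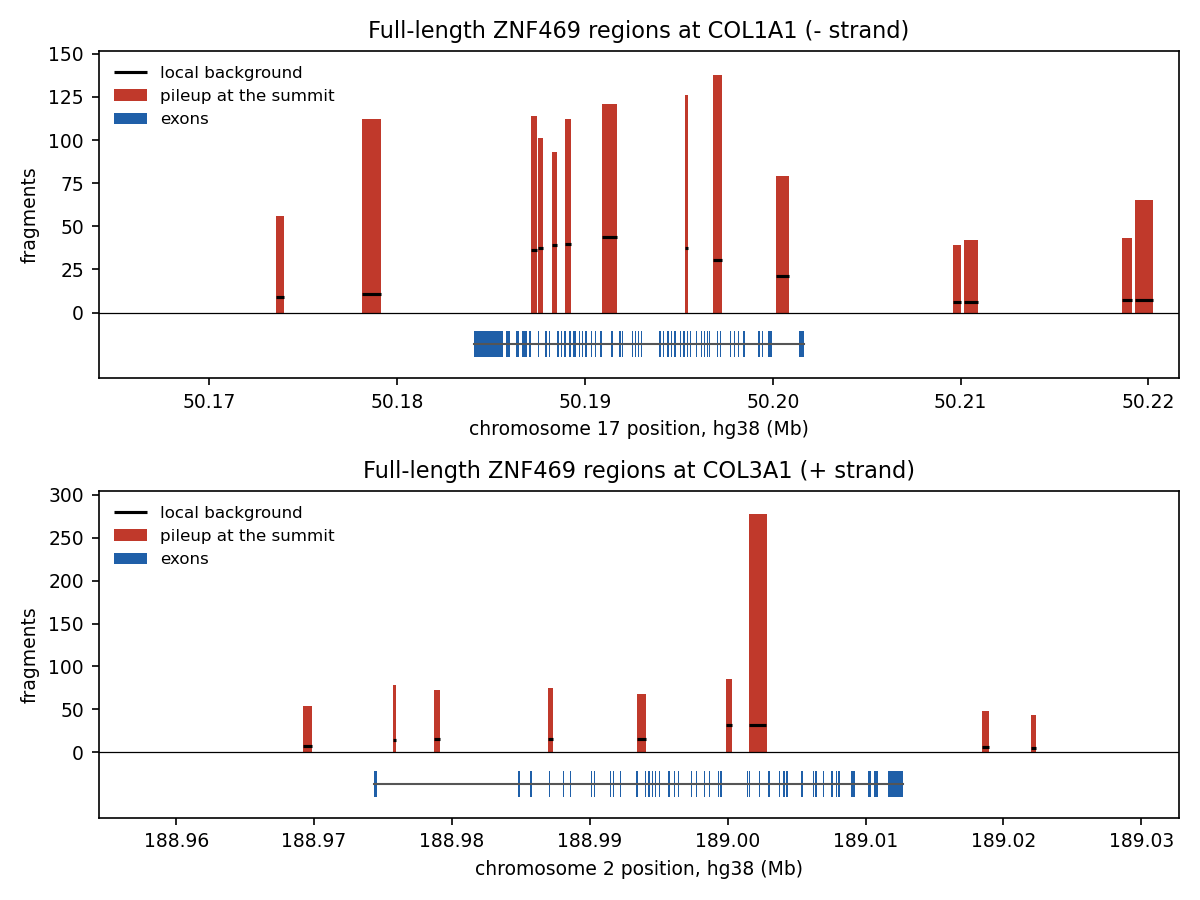
Full-length regions at COL1A1 and COL3A1 with 20 kb on each side (hg38 position in Mb). Bar width is the region and bar height its summit pileup in fragments, black lines are local backgrounds, and blue boxes are exons. The highest bar is the COL3A1 region with 277 fragments.

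Whether gene lists were occupied more than genes of similar length was tested next. Of the 44 collagen genes, 25 had at least 1 full-length region (56.8%), against 22.5 in random sets matched on length (permutation test, adjusted permutation p = 0.61). Regions covered 0.703% of the summed collagen gene length against 0.361% at random, a ratio of 1.95 (adjusted permutation p = 0.0046). In the upper 25% by fold this coverage was 0.106% against 0.0933% at random (adjusted permutation p = 0.894). COL5A2 had the most regions of the collagen genes (16), followed by COL1A1 (8), COL8A1 (8), COL15A1 (7) and COL4A2 (7), and 19 collagen genes had 0, among them COL6A1, COL6A2 and COL6A3.

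Of the 14 stellate cell marker genes, 9 had a full-length region (64.3%) against 4.28 at random (permutation test, adjusted permutation p = 0.0224). Regions covered 3.07% of their length against 0.507%, a ratio of 6.05 (adjusted permutation p = 0.00016). Among them, LOXL2 had 13 regions, SMAD3 had 9 and LOX had 3, while VIM, LOXL1 and PDGFRB had 2 each and ACTA2 and CCN2 had 1 each. TAGLN, TIMP1, LOXL3, LOXL4 and DES had 0. In hepatic stellate cells, the study reported no ZNF469 binding at canonical marker genes that TGF-β induces, collagens excepted. The regions here come from LX-2 cells that express a ZNF469 transgene, and the markers compared may differ. Compared only with genes that also had a full-length region within 3 kb of their start, which left 6 of the markers, neither the number of genes (adjusted permutation p = 1) nor the coverage (2.46% against 1.38%, adjusted permutation p = 0.201) differed from random sets. LOXL2 and SMAD3 were among the markers left out. Against this background, coverage was 2.37% against 0.622% for 11 collagen genes (adjusted permutation p = 8.0e-05). It was 3.64% against 0.778% for 4 fibrosis signature genes (adjusted permutation p = 0.0175). For COL1A1 and COL3A1, the knockout genes left, it was 11.9% against 1.14% (adjusted permutation p = 8.0e-05).

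Of the 15 fibrosis signature genes, 8 had a region against 5.72 at random (adjusted permutation p = 0.422), and 1.51% of their length was covered against 0.429%, a ratio of 3.53 (adjusted permutation p = 0.0021). FBN1 had 9 regions, THBS2 2 and IGFBP7 1, and 7 genes of this list had 0: LUM, DCN, FBLN5, LGALS3BP, FBLN2, ADAMTS2 and AEBP1. Of the 8 genes lowered by ZNF469 knockout, 3 had a region (COL1A1, COL3A1 and COL1A2) against 2.58 at random (adjusted permutation p = 1). Regions covered 2.28% of their length against 0.447%, a ratio of 5.1 (adjusted permutation p = 0.0012). FMOD, FNDC1, INMT, ADAMTSL2 and PTGDS had 0 regions. With COL1A1 and COL3A1 left out, an alternative added after the data were seen, coverage of the remaining 6 genes was 0.203% against 0.451% at random (adjusted permutation p = 0.865). For the fibrosis list without these genes it was 0.974% against 0.429% (adjusted permutation p = 0.114). For the collagen list without them it was 0.609% against 0.361%, still past the threshold (adjusted permutation p = 0.0472).

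**Figure D4:**
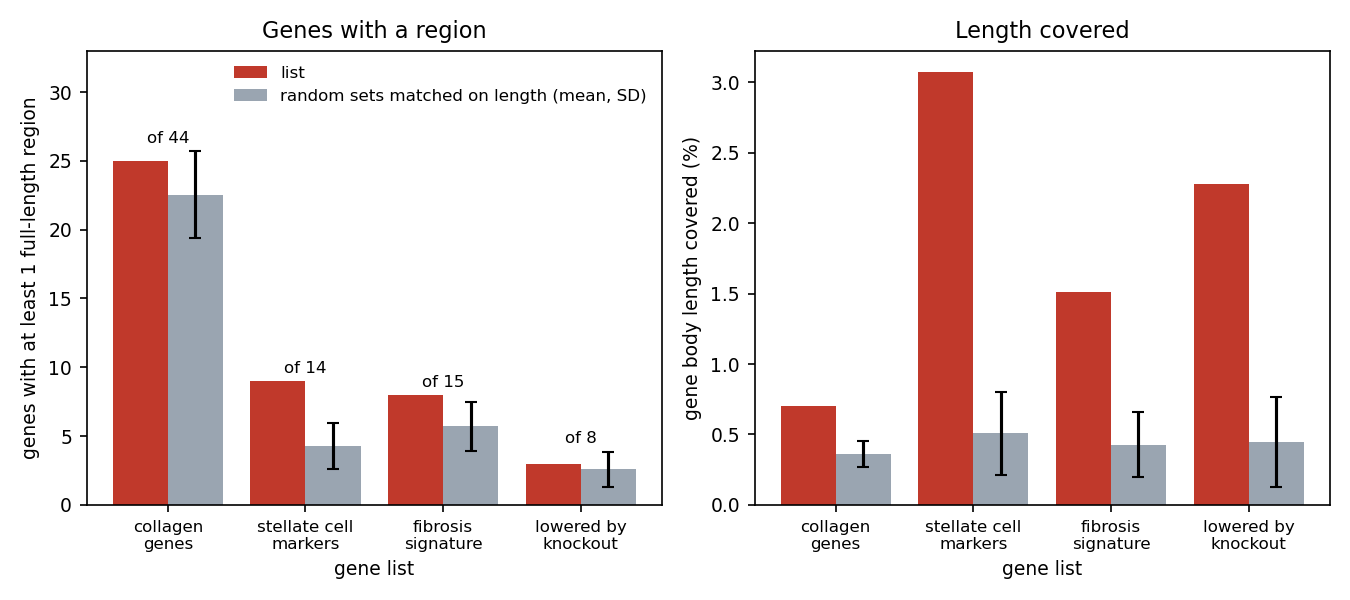
Number of genes with at least 1 full-length region (left) and gene body length covered in percent (right) for the 4 lists (red) and for random gene sets matched on length (grey, mean and SD of 100000 sets). Coverage exceeded random sets in all 4 lists, while the number of genes with a region did so for the stellate cell markers.

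Across the genome, 6733 of 20007 protein-coding genes (33.7%) had a full-length region in the gene body and 10 had a dZF region. The 10 genes with the most full-length regions were RAD51B (31), DST (24), PDE4D (24), DLGAP1 (21), RUNX1 (21), EXT1 (20), NRG1 (20), TRIO (18), LPP (17) and COL5A2 (16). With 12 genes at 16 or more regions, COL5A2 shared its place with others and was taken for its longer covered length. Regions covered between 0.721% (PDE4D) and 4.59% (COL5A2) of these genes, and the dZF list had 0 regions in each of them.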

Values the study reported

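The study described the dZF construct as lacking 6 of the 8 zinc fingers of ZNF469.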

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

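The 17 results were recomputed under 103 alternatives, of which 14 were added after the data had been seen. The added ones took the upper 25% of records by summit pileup in place of fold, or left COL1A1 and COL3A1 out of the gene lists. Of these, 75 of the 89 planned and 9 of the 14 added alternatives left the direction and the side of the threshold as they were. All 10 alternatives for the overlap of the lists and for the fold of shared regions, and all 24 for the promoter, exon, intron and distal intergenic shares of full-length regions, did so. The lower 3' UTR share, outside these results, was no longer past the threshold by summit position (adjusted permutation p = 0.0812) and in the upper 25% by fold (0.457). No paired analysis was possible because each list pools the 3 libraries of its group and holds no value per library. Leaving out each library in turn was not run for the same reason.

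The number of regions followed the stringency by construction. The upper 50% of records by fold held 9554 full-length and 27 dZF regions, and the upper 25% held 4777 and 14. With a promoter window of 1 kb, the lower promoter share of dZF regions (14.8%) passed the threshold before adjustment (Fisher's exact p = 0.0233, against 0.164 to 0.21 under the other alternatives), and not after adjustment over the 7 classes (0.0543). The cause was not tested.

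Of the 54 alternatives for the gene lists, 40 left the results as they were. In the upper 25% of records by fold, coverage was 0.106% of the collagen genes and 0.342% of the fibrosis genes, and 5 marker genes had a region, none of which passed the threshold (adjusted permutation p = 0.894, 0.114 and 0.0924). The genes lowered by knockout then had 0 genes with a region and 0% of their length covered, below random sets. In the upper 25% by pileup, 15 collagen genes (adjusted permutation p = 0.0138) and 7 fibrosis genes (adjusted permutation p = 0.0026) had a region, and both counts passed the threshold.

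Against genes with a region near their start, 6 marker genes had a region and 2.46% of their length was covered, and neither passed the threshold (adjusted permutation p = 1 and 0.201). This background requires a region near the start by construction and left 6 of the 14 markers, without LOXL2 and SMAD3. Coverage of the other lists stayed past the threshold against it. Over the other alternatives the adjusted permutation p of marker coverage was at most 0.00016. Without the first 3 kb of each gene body, the 8 fibrosis genes with a region passed the threshold (adjusted permutation p = 0.0263). With 5 kb added on each side, the 3 genes lowered by knockout with a region lay just below the 3.12 of random sets. The cause was not tested for these last 2 results. Without COL1A1 and COL3A1, coverage of the fibrosis genes was 0.974% and no longer passed the threshold (adjusted permutation p = 0.114). Coverage of the collagen genes without them was 0.609% against 0.361% and still passed it (adjusted permutation p = 0.0472). Of the genes lowered by knockout, 1 then had a region against 1.99 at random, and coverage was 0.203% against 0.451%. The coverage of the fibrosis genes therefore rested in part on COL1A1 and COL3A1, and the excess coverage of the genes lowered by knockout rested on them entirely.

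The pooled lists set the main limits. Differences between the lists carry no error between libraries, and a dZF site with few fragments could not be seen below the lowest dZF pileup of 9 fragments.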

Other observations

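The tests on high pileups and on fold, the small RNA gene and chromosome end criteria for dZF regions, the relation with genes per Mb, and the splits of TGACTCA by annotation class and by collagen gene were chosen only after the result was seen.

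Few dZF regions against many full-length regions may reflect lower depth of the dZF libraries. After full-length pileups and backgrounds were scaled to the lowest dZF background, 85.3% of full-length records still passed the lowest −log10 p-value of the dZF list, which argues against depth as the whole cause. The scaling does not model the IDR filter. The level of dZF protein, its recognition by the antibody and other differences between the lines were not measured in these lists and stay open beside a loss of DNA binding.

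Places that give fragments whatever the antibody targets are a candidate source of dZF regions. At 57.4% of dZF regions the summit lay in repeated sequence, at a small RNA gene or within 200 kb of a chromosome end, against 1.27% of full-length regions and 15.8% of 2000 random places. Repeated 32-base words alone marked 28 of 54 dZF regions (51.9%) and 124 full-length regions (0.649%, Fisher's exact test, two-sided, p = 1.7e-45). Of the 22 shared full-length regions, 17 had at least 1 of these features (77.3%). The remaining dZF regions, and sites of dZF in repeats, stay open.

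Reads from the integrated transgene could produce the region in the ZNF469 gene, since it lay wholly in coding sequence. Chance placement within the gene gave this in 18.6% of cases. The dZF transgene also carries this stretch and the dZF list had 0 regions there, although the full-length region kept a −log10 p-value of 16.0 after scaling. The local background at the region was 10.8 times that of the 1 flanking region within 500 kb (9.35 against 0.865 fragments). Either transgene reads or binding could cover the neighbourhood and raise this background, so the ratio does not decide. The number of transgene copies in each line is unknown, so transgene reads and binding at the gene cannot be told apart.

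The number of full-length regions per Mb ranged from 0.909 on Y to 10.9 on chromosome 17. Extra or missing chromosome copies in LX-2 may contribute. Over 23 chromosomes, regions per Mb rose with the local background at isolated regions (Pearson's r = 0.627, permutation p = 0.0014, adjusted 0.0058, and Spearman's rho = 0.566, permutation p = 0.0056, adjusted 0.0113). Without chromosomes 5 and 19, which lay farthest from the median background, r was 0.745. Against genes per Mb, r was 0.399 (permutation p = 0.0717, adjusted 0.0956) and rho was 0.470 (adjusted 0.0392), and r fell to 0.269 without the farthest 2 chromosomes. In all, 4 relations were computed. Copy number itself was not analysed here, and a larger share of open chromatin on some chromosomes stays open.

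Full-length regions in collagen genes could follow the repeated collagen sequence of their exons. Exons made up 11.2% of the covered length in 25 collagen genes, against 11.1% (95% of placements between 7.25% and 15.6%) when the 100 regions were placed at random in the same genes (permutation p of the placements = 0.921). This argues against exon sequence as the cause.

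The word TGACTCA, the site of AP-1 factors that mark active enhancers, was the most enriched of 8192 words of 7 bases at full-length summits. It occurred in 19.4% of 18976 summit windows against 2.24% of flanks, a ratio of 8.65. With a promoter window of 1 kb, the share was 9.5% in promoters, 23.1% in introns and 23.7% in distal intergenic sequence, and 0 of 54 dZF windows held it. This is consistent with many full-length regions lying at enhancers that AP-1 factors occupy. Whether ZNF469 contacts this word or lies near other factors was not tested. Of the 100 windows in collagen genes, 23 held it, and of the 14 COL1A1 and COL3A1 regions among them, 1 held it (exact binomial p = 0.494).

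All 14 regions in the COL1A1 and COL3A1 gene bodies were among the 100 highest pileups and 0 were among the 100 highest folds. High pileups were not limited to these genes, since TRIO also had 8 regions among the 100 highest and VMP1 had 4. A gain of DNA copies around COL1A1 and COL3A1 is a candidate explanation. The background in the COL1A1 gene body was 16.1 times that of records 20 to 500 kb away, and in COL3A1 it was 3.61 times, where COL5A2 and its own regions lie nearby. A gain reaching past 20 kb would raise these alike, so the values argue against it as the whole cause. Cutting in open or transcribed chromatin, independent of the zinc fingers, could also raise pileups. All 14 regions would pass the lowest dZF −log10 p-value after scaling, with a lowest value of 9.79, and the dZF list held 0 of them. Higher transcription of these genes with full-length ZNF469, or in that line, could open the chromatin further and stays untested beside binding by ZNF469.

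The fold is computed from the pileup and the local background, so the folds of the COL1A1 and COL3A1 regions were lowered by arithmetic by their backgrounds of 14.7 to 44 fragments. This kept them out of the upper 25% of records by fold. Taking that share by pileup gave the genes lowered by knockout the same coverage of 2.28%, an outcome fixed by pileups already known.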
